A study of Homo sapiens with 8 samples. Its data were reported in "CDK12 loss in cancer cells affects DNA damage response genes through premature cleavage and polyadenylation" (2019).

How the data were processed

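Poly(A) 3′-sequencing libraries were prepared from Kelly cells, a human neuroblastoma line with amplified MYCN, and from Kelly E9R cells, a derivative that expresses CDK12 with a point mutation at the cysteine bound by THZ531. THZ531 is a covalent inhibitor of the transcriptional kinases CDK12 and CDK13. Cells were treated with 400 nM THZ531 or with the solvent DMSO for 6 h, in duplicate, which gives 8 libraries in 4 groups of 2. The kit used (QuantSeq 3′ REV) primes reverse transcription with oligo(dT) and starts each read at the junction of transcript and poly(A) tail, so that a read extends from the cleavage site into the upstream transcript. According to the labels, RNA was treated with DNase before library preparation.

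The authors trimmed the reads with BBDuk, mapped them with STAR to GRCh38 together with ERCC spike-in sequences, and merged the mapped reads of all samples before MACS2 called peaks with reads extended to 100 bp and no shift. Reads that map to several places were kept up to a limit. The deposited table analysed here is that single list; coverage tracks per condition were not used here. It holds a fold enrichment per peak, which is the ratio of the pileup at the summit to the local background, and the −log10 p and −log10 q of the same position, all as the authors deposited them. The score in the deposited list is 10 times the −log10 q cut to a whole number in 99.999% of peaks. The list has 0 columns of values per sample and 0 peaks with a strand. Because libraries were pooled before calling, the depth per library is unknown, no value has a replicate, and no test of THZ531 against DMSO could be run, although one had been planned for the case that counts per library were given. Intervals on shares cover counting error only, and bootstrap intervals over genes cover variation between genes only. No interval covers variation between replicates, and the reads carry no molecular identifiers.

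The pileup and the background behind each fold enrichment were recovered from the deposited values. MACS2 computes the fold as the pileup plus 1 over the background plus 1, and the p-value from a Poisson distribution with that background, so that a single whole pileup satisfies both. A whole pileup was found for 100% of peaks. This rests on MACS2's published formulas, with the lowest background at 0.190 per 100 bp. The genome size, the handling of duplicate reads and the q threshold given to MACS2 are not stated.

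Chromosome names and contig names follow GRCh38, with 0 peaks past the end of a GRCh38 chromosome and 0 contig peaks outside a GRCh38 contig. Coordinates are given on GRCh38, counted from 1. Peaks on chromosomes 1 to 22, X and Y were annotated with GENCODE release 44 (basic transcripts, readthrough transcripts left out), whereas the study used an older release restricted to transcripts expressed in its cells. Following the study's steps, a peak was assigned to a transcription end site (TES) when it overlapped a window from 200 bp before to 600 bp after an annotated transcript end by at least 1 bp, otherwise to an exon, an intron or intergenic sequence. Protein-coding genes had priority, then longer transcripts. Since peaks carry no strand, the strand of the assigned gene was used. The 3′ end of a peak is its end for genes on the forward strand and its start for genes on the reverse strand. The 12 polyadenylation site (PAS) motifs of the study were searched in the 100 bp before this 3′ end, and a stretch of 25 A with at most 3 mismatches in the 50 bp after it. The mirror-image windows on the opposite strand of the same peak served as background, and strand comparisons used only peaks whose genes lie on 1 strand. Peaks with a stretch and no motif were removed; where genes lay on both strands or no gene was found, either strand could remove a peak. Looser A-rich sequence was defined as 6 A in a row or 7 A of 10 within the 50 bp.

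Gene-level results used protein-coding genes with at least 1 retained TES peak and an intron. Gene length is the span of the basic transcripts, and introns are those of the transcript with the longest span. DNA damage response (DDR) genes are the 162 names of the study's list, of which 146 matched a current symbol and 9 an older symbol in the RefSeq table; 7 were ambiguous or unmatched and were not used here. DDR genes were compared with 10000 random sets of other genes drawn from the same 20 length bins. Sequence features were compared between genes with and without an intronic peak by 10000 permutations within the length bins, with Benjamini-Hochberg adjustment over the 4 features. The U1/PAS ratio is the log2 ratio of U1 motif count plus 1 to AATAAA count plus 1 on the gene's strand. Splice sites were scored with position weight matrices built from all introns of these genes of at least 50 bp (9 bases at the 5′ site and 15 at the 3′ site, summed). Replication-dependent histone genes were compared with other protein-coding genes under 3.4 kb. Shares carry 95% Wilson intervals, and all tests are two-sided.

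The genes named in the text were fixed before the data were examined, as were the tests and all alternatives except those said to be chosen later: BRCA1, BARD1, BLM, ATM, PCF11, MYCN, CDK12, CDK13, CCNK, H3C1 and H4C1, the 5 strongest peaks, and the 5 DDR genes with the most intronic peaks above the median of their length bin. A gene of the fixed list and 1 of these 5 DDR genes are not reported here. The alternatives were a −log10 q of at least 5 or 10, other motif sets and windows, other annotation rules, the removal step left out, only peaks with a motif, and other ways of matching genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used with bedtools 2.31.1. The functions were tested on simulated data. Of 1000 peaks planted in known regions, 100% received that region, and of 1560 simulated pileups 100% were recovered. All 20 of 20 gene sets whose intronic counts had been raised had p under 0.05, against 1 of 100 random sets. These sets were larger than the DDR set and their rise was stronger than the DDR difference, so the power of the DDR comparison is not shown by them.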

Results

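The study asked whether inhibition of CDK12 and CDK13 makes transcripts of long genes end early at intronic poly(A) sites, and whether this depends on CDK12. For this, poly(A) 3′-sequencing was performed in Kelly WT and Kelly E9R neuroblastoma cells treated with DMSO or 400 nM THZ531 for 6 h (4 groups of 2 libraries). The deposited values analysed here are 1 list of poly(A) peaks called on the merged reads of the libraries. From this list THZ531 could not be compared with DMSO, nor Kelly WT with Kelly E9R, and no value below has a replicate. The results describe the poly(A) sites detectable in the pool of treated and untreated cells. The scores of each peak are the authors' own. The study also sequenced another neuroblastoma line, not among these 8 libraries, so its findings cited below need not come from Kelly cells.

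The list held 153624 peaks covering 21.1 Mb. Of these, 153021 lay on chromosomes 1 to 22, X and Y. Peaks were narrow, with a median width of 106 bp and a range from 100 to 1743 bp. The median fold enrichment was 6.29 (quartiles 5.23 and 8.15), and the highest was 42.5. The −log10 q ranged from 1.31 to 126. A −log10 q of at least 5, the cut-off the study applied when it selected peaks, was reached by 112839 peaks (73.5%), and a −log10 q of at least 10 by 43593 (28.4%). The pileup at the summit had a median of 9 (quartiles 6 and 14), and 59.7% of peaks rested on a pileup of 10 or less. Most peaks thus rested on a low pileup, in a list with a lowest pileup of 3 and a highest of 200.

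To determine which peaks carry the sequence of a poly(A) site, PAS motifs were counted before the 3′ end of the 125579 peaks with genes on 1 strand. At least 1 of the 12 motifs was present at 72939 peaks (58.1%, 95% Wilson interval 57.8 to 58.4%). In the mirror-image window on the opposite strand, a motif was present at 39.6%. The motif was found only on the gene's strand at 35848 peaks and only on the opposite strand at 12581 (exact McNemar test, p too small to compute). Counting AATAAA and ATTAAA alone moved the share most, to 34.7% against 15.1% on the opposite strand. Searching the 100 bp before the 5′ edge of the peak, another reading of the study's upstream window, gave 48.9% against 45.5%, a much smaller excess. Searching the 100 bp before the summit gave 34.8%, below the 39.3% of the opposite strand. AATAAA was the most frequent motif, assigned to 26.3% of peaks against 9.69% on the opposite strand, followed by ATTAAA at 8.35% against 5.40%.

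The shares differed between regions. A motif was present at 85.7% of TES peaks (opposite strand 55.4%), 67.2% of exonic peaks (53.9%) and 50.3% of intronic peaks (33.1%). At TES peaks AATAAA was concentrated 25 to 21 bp before the 3′ end of the peak, where 19.2 per 100 peaks started, against 0.802 on the opposite strand. Intronic peaks had 5.49 per 100 peaks at this position. They had another maximum 0 to 4 bp after the 3′ end of the peak, with 5.80 per 100 peaks, where TES peaks had 1.01.

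**Figure D1:**
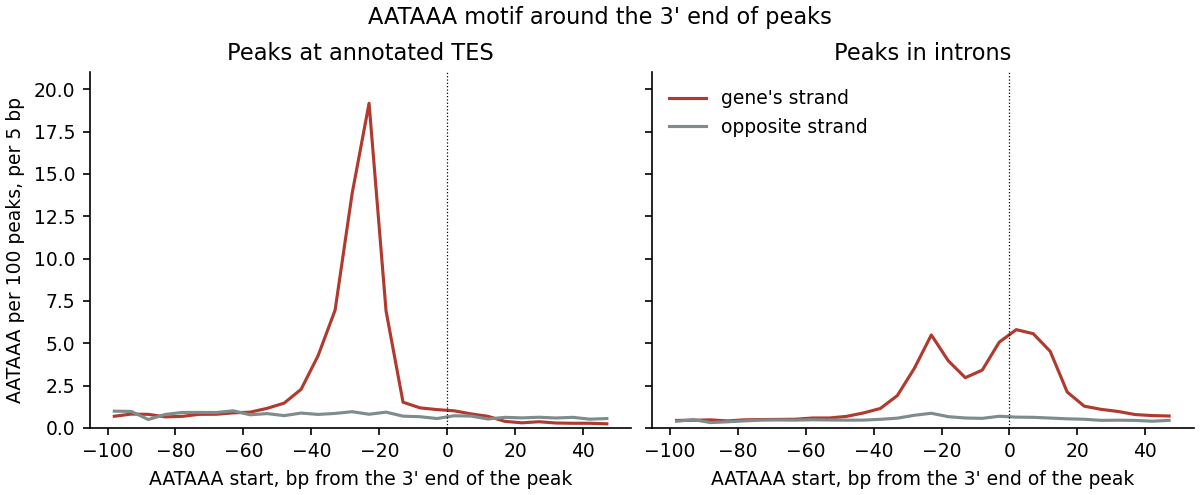
Start positions of AATAAA relative to the 3′ end of the peak (x axis, bp, in steps of 5 bp) as occurrences per 100 peaks (y axis) for TES peaks (left) and intronic peaks (right), on the gene's strand (red) and on the opposite strand (grey). TES peaks have a single maximum of 19.2 per 100 peaks before the 3′ end, whereas intronic peaks have 2 maxima of 5.49 and 5.80.

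Oligo(dT) can also prime on A-rich sequence inside a transcript, which the study addressed by removing peaks with a genomic A stretch and no motif. A stretch of 25 A with at most 3 mismatches followed 8061 of the 125579 peaks (6.42%, 95% Wilson interval 6.28 to 6.56%), against 0.566% on the opposite strand (exact McNemar test, p too small to compute). With the looser definition of A-rich sequence, 6 A in a row or 7 A of 10, the share rose to 67.7% against 21.7% on the opposite strand. The removal rule took out 8684 peaks (5.68%), so that the deposited list contained peaks which the rule removes, and 144337 peaks were retained.

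A-rich sequence by the looser definition was distributed unevenly over regions. It followed 21% of TES peaks with a motif, less than the 27% on the opposite strand (exact McNemar test, p = 4.03e-36). It followed 70.3% of intronic peaks with a motif (opposite strand 22.8%) and 89.0% of intronic peaks without a motif (opposite strand 14.7%). Peaks with a motif and no A-rich sequence made up 67.7% of TES peaks (95% Wilson interval 67.1 to 68.4%), 34.9% of exonic peaks (34.3 to 35.6%) and 14.9% of intronic peaks (14.7 to 15.2%).

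**Figure D2:**
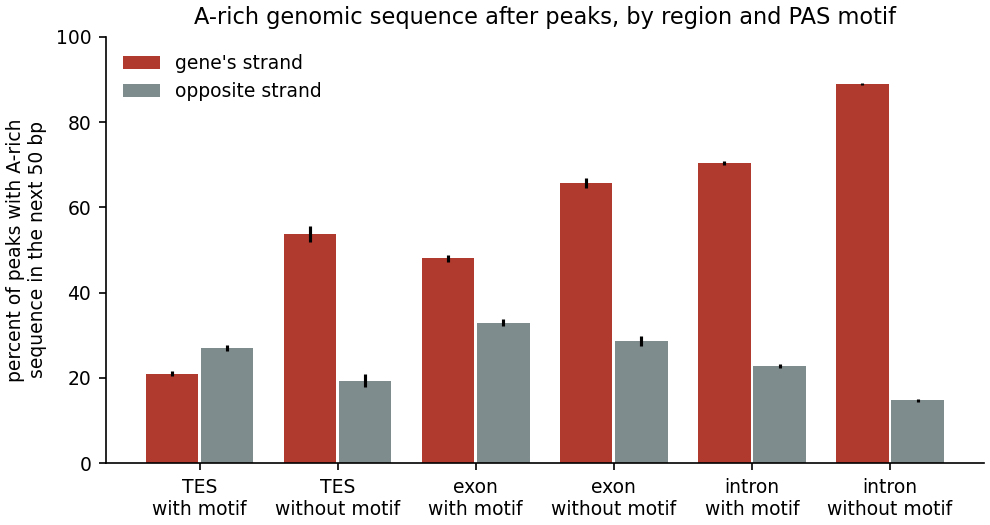
Percent of peaks with A-rich sequence in the 50 bp after the 3′ end (y axis) for peaks at TES, in exons and in introns, with and without a PAS motif (x axis), on the gene's strand (red) and on the opposite strand (grey); error bars are 95% Wilson intervals. Intronic peaks without a motif have the highest share on the gene's strand, 89.0% against 14.7% on the opposite strand.

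To locate the poly(A) peaks, the retained peaks were assigned to regions. Introns held 85751 of 144337 peaks (59.4%, 95% Wilson interval 59.2 to 59.7%), annotated TES 24341 (16.9%, 16.7 to 17.1%), exons 21217 (14.7%, 14.5 to 14.9%) and intergenic sequence 13028 (9.03%, 8.88 to 9.18%). In 100 random placements on the same chromosomes, TES received 2.70% ± 0.0445 (SD over placements), exons 4.80% ± 0.0541, introns 52.2% ± 0.129 and intergenic sequence 40.3% ± 0.128. All 4 observed shares lay outside the range of the placements. Restricting the list to peaks with a motif and no A-rich sequence, an alternative chosen after seeing the data, moved the intronic share most, to 40.7%, and the TES share to 38.9%; this set has no intergenic peaks, because the motif was read on a gene's strand.

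Strong peaks were distributed differently. Of the 5000 retained peaks with the highest −log10 q, 69.5% lay at TES (95% Wilson interval 68.2 to 70.7%), compared with 15% of the other retained peaks (odds ratio 12.9, Fisher's exact test, p too small to compute). Introns held 7.20% of the 5000 (6.52 to 7.95%) against 61.3% of the others (odds ratio 0.0490). Exons were moderately overrepresented, with 20.3% against 14.5% (odds ratio 1.5, Fisher's exact test, p = 3.17e-27). Among the top 1000 peaks the TES share was 77%, and the exonic share of 16.3% no longer differed from the 14.7% of the other peaks (Fisher's exact test, p = 0.152). The median pileup was 16 at TES, 13 in exons and 8 in introns and in intergenic sequence.

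**Figure D3:**
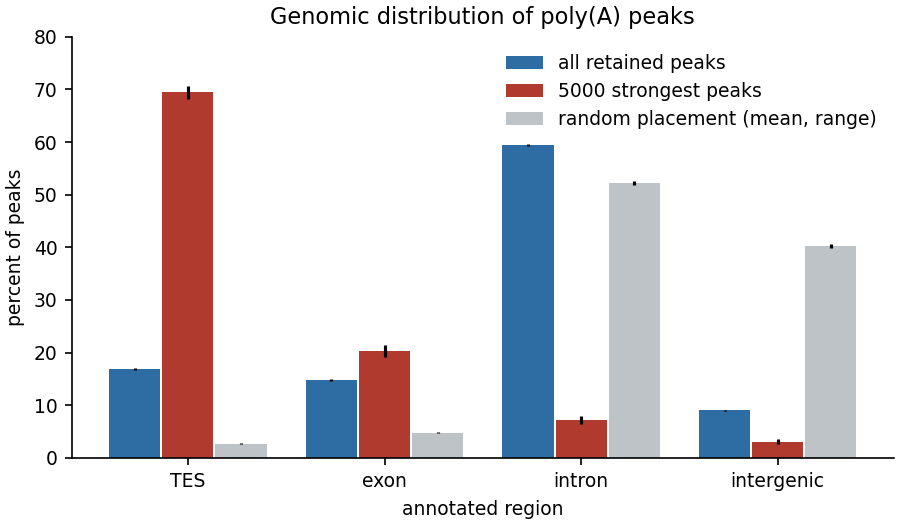
Percent of peaks (y axis) in each annotated region (x axis) for all retained peaks (blue) and the 5000 strongest peaks (red), with 95% Wilson intervals, and for random placement (grey, mean and range of 100 placements). TES hold 16.9% of all retained peaks and 69.5% of the 5000 strongest.

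The 5 strongest peaks of the list were inspected individually. The highest −log10 q, 126, belonged to a peak on chromosome 13 (109424128 to 109424379) at the TES of a lncRNA without a symbol, ENSG00000289901. It was followed by peaks at the TES of the processed pseudogenes RPL13P12 on chromosome 17 (17383331 to 17383502, −log10 q 113) and RPS28P7 on chromosome 11 (82689748 to 82689936, −log10 q 111). An intergenic peak on chromosome 17 (22521336 to 22521486, −log10 q 105) and a peak at the TES of DOK4 on chromosome 16 (57471823 to 57472072, −log10 q 104) completed the group. Of these, only the DOK4 peak was assigned to a protein-coding gene. Genes lay on both strands at the DOK4 and RPS28P7 peaks, so these assignments are uncertain, since peaks carry no strand.

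Because the study related early termination to gene length, intronic peaks were counted in the 11567 protein-coding genes with a TES peak and an intron. At least 1 intronic peak was present in 8684 of them (75.1%), and these genes held 73394 intronic peaks. Across genes, the number of intronic peaks rose with gene length (Spearman's rho 0.812, Pearson's r 0.812 on log2 scales; permutation test with 100000 resamples, p = 1e-05 for both, the smallest these can give). Genes are not independent replicates. Without the 2 genes farthest from the median length, r was 0.812. Counting all 18302 protein-coding genes with an intron moved rho to 0.651, the largest shift among the alternatives fixed in advance. Over the quartiles of gene length, the median number of intronic peaks was 0 (up to 14 kb), 2 (14 to 33.4 kb), 5 (33.4 to 80.5 kb) and 13.5 (above 80.5 kb).

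Per 100 kb of intron the quartiles differed less. The density was 8.07 peaks in the shortest quartile (95% bootstrap interval 7.64 to 8.51), 10.4 (10.1 to 10.7) and 10.6 (10.4 to 10.8) in the middle quartiles, and 8.48 (8.21 to 8.76) in the longest. For peaks with a motif and no A-rich sequence, chosen after seeing the data, the densities from the shortest to the longest quartile were 1.73, 2.08, 2.15 and 1.05. The longest genes thus had the most intronic peaks but not the highest density, and by the latter set the lowest.

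**Figure D4:**
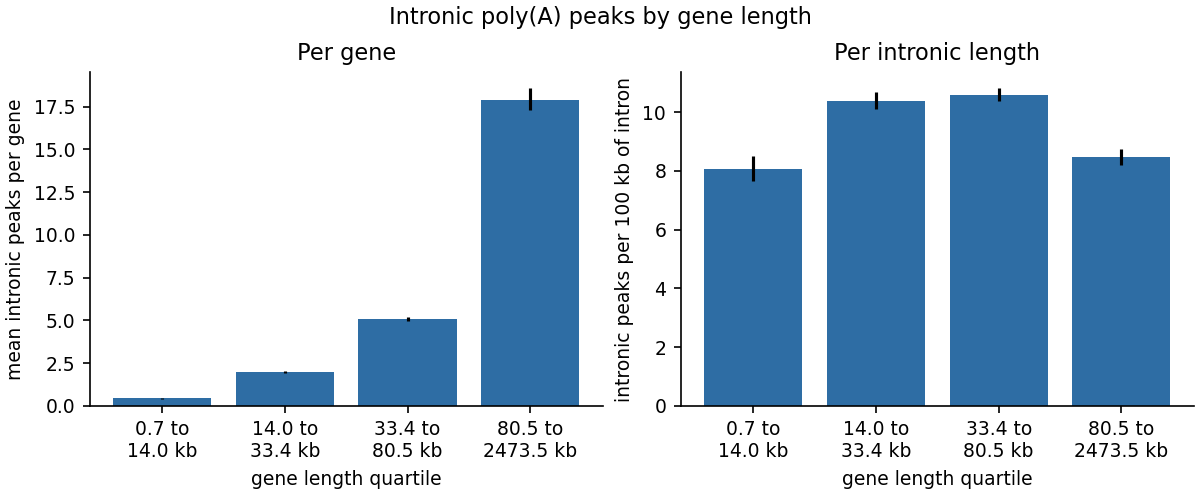
Mean number of retained intronic peaks per gene (left, y axis) and intronic peaks per 100 kb of intron (right, y axis) in quartiles of gene length (x axis, kb); error bars are 95% bootstrap intervals over genes. The mean rises from 0.436 to 17.9 peaks per gene, whereas the density lies between 8.07 and 10.6 peaks.

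The study described more intronic poly(A) sites in DDR genes that terminate early than in other genes of similar length. The study's own selection of early-terminating genes, made with another assay, was not used here, and all genes of the DDR list were compared. The 134 DDR genes that met the criteria had a median length of 38.2 kb, compared with 33.3 kb in the other genes, and 83.6% of them had an intronic peak, compared with 75% of the others. They held 6.36 intronic peaks on average, and random sets matched on length held 5.50 ± 0.465 (SD over 10000 sets). The difference of 0.863 peaks did not pass 0.05 (permutation test, two-sided p = 0.0848). Of the 134 genes, 67 lay above the median of their length bin and 34 below it. This is 50% above the median, compared with 40.7% ± 4.12 (SD) in the matched sets (permutation test, p = 0.0332). By rank within the length bin, DDR genes averaged 56.3% and matched sets 50.01% ± 2.37 (permutation test, p = 0.00880). Both of these measures, which a few genes with many peaks influence less than the mean, were chosen after seeing the data. The difference in means passed 0.05 in the same permutation test when only peaks with a motif were counted (3.61 against 2.97, p = 0.0472) and when genes without a TES peak were included (5.92 against 4.19, p = 0.00460). In the other direction, matching on the strength of the TES peak as well as on length gave 0.735 peaks (permutation test, p = 0.229). This used 10 length bins, each split into 4 groups by TES peak strength. The SD over its matched sets was 0.602 against 0.465 in the main comparison, so a wider spread also raised this p. A second degree regression on length, the form the study fitted, gave 0.794 peaks (permutation test, p = 0.189). The difference was 0.591 peaks with a −log10 q of at least 5 (permutation test, p = 0.102) and 0.964 peaks without removal (permutation test, p = 0.0696).

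The study located much of the early termination in the first introns and exons of genes. Of 73248 intronic peaks that lay in an intron of the longest transcript, 26.1% were in the first intron (95% Wilson interval 25.8 to 26.5%), 41.3% in the first 2 and 59.4% in the first 4. Random placement within the introns of the same genes gave 25.4% ± 0.137 (SD over 1000 placements), 40.8% ± 0.148 and 58.6% ± 0.152. The excess in the first intron was 0.711 percentage points (permutation test, p = 0.0020, the smallest these placements can give). It was 0.0668 points for peaks with a motif (permutation test, p = 0.713) and reversed for peaks with a motif and no A-rich sequence, where 21.7% lay in the first intron against 24.5% in random placements. The median distance of intronic peaks from the gene start was 55.2 kb.

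Gene features that the study examined as determinants of early termination were compared between the 8684 genes with and the 2883 genes without an intronic peak. Genes with a peak had a lower median GC content (43.1% against 51.8%, Cohen's d -0.895) and a lower U1/PAS ratio (log2 ratio -0.13 against 0.85, d -0.610). They also had longer first introns (d 0.868) and more introns (d 0.898). Most of these differences went with gene length. Within length bins, the difference was -0.0904 SD for GC content (permutation test, adjusted p = 0.0008), -0.123 SD for the U1/PAS ratio (adjusted p = 0.0002) and 0.113 SD for the number of introns (adjusted p = 0.0002). First intron length no longer differed (-0.0297 SD, permutation test, adjusted p = 0.136). The adjusted p of 0.0002 comes from an unadjusted permutation p of 9.999e-05, the smallest that 10000 permutations can give. Counting only peaks with a motif moved the differences to -0.205 SD for GC content and -0.251 SD for the U1/PAS ratio. Counting only peaks with a motif and no A-rich sequence reversed the sign for GC content, to 0.0576 SD (permutation test, adjusted p = 0.00227), and for the U1/PAS ratio, to 0.0212 SD (adjusted p = 0.285). Both filters select peaks by sequence, and AATAAA is both a filter motif and part of the U1/PAS ratio. Part of these shifts may therefore come from the filters themselves.

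Splice sites were compared between 29398 introns with a peak and 97263 without. Introns with a peak were longer, with a median of 7452 bp against 1060 bp. Their summed splice site score was higher without regard to length (median 17.4 against 16.6, Cohen's d 0.182) and lower within bins of intron length (-0.0964 SD, permutation test, p = 0.0001, the smallest 10000 permutations can give).

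At replication-dependent histone genes, whose transcripts normally lack a poly(A) tail, the study described distal poly(A) sites after treatment. A retained peak between the gene start and 4 kb after the gene end was present at 55 of 70 such genes (78.6%, 95% Wilson interval 67.6 to 86.6%), compared with 843 of 1977 other protein-coding genes under 3.4 kb (42.6%, 40.5 to 44.8%; Fisher's exact test, p = 2.19e-09). Within the gene alone, 35 of the 70 histone genes and 34.4% of the others had a peak (Fisher's exact test, p = 0.0102). The window of 21 of the 70 histone genes and 38.6% of the other genes also reached another protein-coding gene. The genes were not selected for expression. H3C1 on chromosome 6 (26020451 to 26020958) had a TES peak of fold enrichment 8.85 after the gene end (26021081 to 26021644), and H4C1 (26021649 to 26022050) had 0 peaks assigned to it.

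BRCA1 (chromosome 17, 43044295 to 43170245, 126 kb) had 2 TES, 4 exonic and 16 intronic peaks, compared with a median of 11 intronic peaks in its length bin. Of the 16, 8 lay in the first intron of the transcript with the longest span, and 4 also lay in genes on the opposite strand. The strongest intronic peak (43137326 to 43137457, fold enrichment 17.3), in the first intron, was 1 of those 4 and had neither a motif nor A-rich sequence; it was singled out after its values were seen. Only 1 of the 16 had a motif and no A-rich sequence. The first intron of this transcript lies between an exon ending at 43124115 and a far upstream exon starting at 43170126. An exonic peak (43124766 to 43125017) lay inside this intron, in an exon of another BRCA1 transcript. The number of first-intron peaks therefore depends on the transcript chosen.

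**Figure D5:**
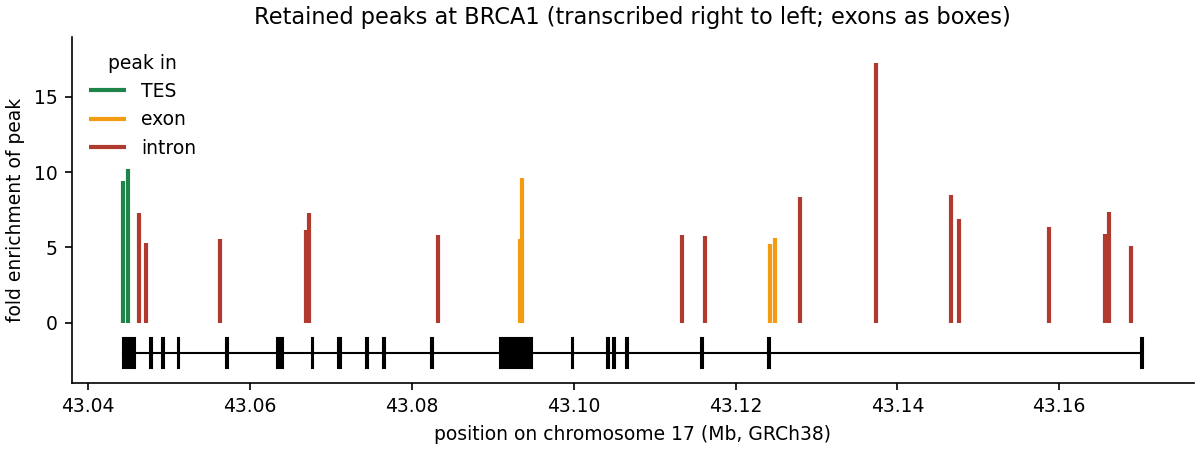
Retained peaks assigned to BRCA1 by position on chromosome 17 (x axis, Mb, GRCh38) and fold enrichment (y axis), colored by region; black boxes are exons of the transcript with the longest span, which is read from right to left. The highest intronic peak, at 17.3, stands in the first intron.

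BARD1 (chromosome 2, 214725646 to 214809683, 84 kb) had 12 intronic peaks, BLM (chromosome 15, 90717346 to 90816166, 98.8 kb) had 10, and both length bins had a median of 8. ATM (chromosome 11, 108223067 to 108369102, 146 kb) had 12 intronic peaks against a median of 14. PCF11 (chromosome 11, 83156988 to 83187451, 30.5 kb), a cleavage factor gene, had 5 against 3. For ATM, 6 of the 25 peaks in its span were assigned to other genes, so its intronic count may be too low. The last intronic peak of ATM lay 75.6 kb from the gene start, and its only TES peak 8.58 kb from it. The number of intronic peaks with a motif and no A-rich sequence was 1 each in BARD1 and BLM, 2 in PCF11 and 3 in ATM. Of the 5 DDR genes furthest above the median of their length bin, 4 are given here: MNAT1 with 33 intronic peaks against a median of 19.5, RFC3 with 25 against 14, ATR with 24 against 14 and XRCC5 with 17 against 8. Of these peaks, between 2 (ATR) and 4 (MNAT1 and RFC3) per gene had a motif and no A-rich sequence.

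Among the targets of THZ531, CDK12 (chromosome 17, 39461486 to 39534544, 73.1 kb) had 5 intronic peaks against a median of 7, and CDK13 (chromosome 7, 39950121 to 40099580, 149 kb) had 25 against 14. CCNK, which encodes cyclin K (chromosome 14, 99481409 to 99535044), had 0 TES peaks assigned to it. The span of CCNK held 10 peaks, of which 7 were assigned to the longer gene CCDC85C on the opposite strand, since peaks carry no strand; CCDC85C was chosen after its values were seen. MYCN (chromosome 2, 15940550 to 15947007) had 1 TES peak with a pileup of 96 but a fold enrichment of only 5.18, because the local background was 17.7 per 100 bp.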

Values the study reported

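The study reported that 69% of its poly(A) peaks had a known PAS motif upstream. It did not name the cell line for this share, which may not come from the list analysed here. By its methods, another neuroblastoma line was also sequenced, at 400 nM. The study's methods give a THZ531 dose of 200 nM for Kelly and Kelly E9R cells in poly(A) 3′-sequencing, a concentration that differs from the one in the sample labels. For cell viability it gave IC50 values of 60 nM in Kelly WT cells and 400 nM in Kelly E9R cells.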

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

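The comparisons used only peaks on chromosomes 1 to 22, X and Y. The remaining sequences also held peaks, each group above the limit of 3 that a count of 0 allows. On ERCC spike-in sequences, 87 peaks were called on 76 sequences. These synthetic RNAs were added by the authors for normalisation and have no biological counterpart. On unplaced or unlocalised contigs, 508 peaks were called on 47 contigs, and 8 peaks lay on the mitochondrial genome. Neither group was annotated, and no technical or biological explanation was tested for their number. The rules for outlying samples and for differences between cell lines need values per library and could not be applied to a pooled list.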

How the results depend on the processing

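No paired analysis was possible because the list pools all libraries and carries no replicate numbers. For the same reason the comparison of THZ531 with DMSO, the replicate block, the fits without each replicate and DESeq2 were not run.

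The direction and the side of 0.05 held under every alternative tried for gene length (rho from 0.576 to 0.821), for splice sites (from -0.113 to -0.0905 SD), for histone genes (an excess from 15.6 to 35.9 percentage points), for the A stretch against the opposite strand and for the strongest peaks at TES, in introns and in intergenic sequence against the others. The excess of the strongest peaks in exons did not pass 0.05 in the top 1000 (16.3%). This set has fewer peaks, and its odds ratio was also lower, 1.13 against 1.5 in the top 5000. The sizes moved far more than their intervals: the A stretch share ranged from 2.14 to 67.7%, the share of the strongest peaks at TES from 66.5 to 77% and in introns from 3.90 to 11.5%. Judging these and the motif share by the test rather than by the interval was decided after the values were seen.

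A −log10 q of at least 10 left 43593 peaks. The motif share exceeded that of the opposite strand under 4 of its 5 alternatives, with 34.7 to 61.0% of peaks. The excess was smallest for the window before the 5′ edge of the peak, 48.9% against 45.5%. The exception was the window before the summit, with 34.8% of peaks, where the order reversed; that window ends inside the peak, before the position where AATAAA is concentrated.

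The share of retained peaks at TES and in introns moved outside its interval in every alternative. It was 20.7% and 54.7% with a −log10 q of at least 5, 16.1% and 60.5% without removal, 12.6% and 56.6% with protein-coding genes only, 16.1% and 62.4% by summit position, and 13.8% and 60.4% with TES windows of 100 bp on either side. In alternatives chosen after seeing the data it was 24.7% and 55.9% with the ends of all annotated transcripts, and 38.9% and 40.7% for peaks with a motif and no A-rich sequence. For exonic and intergenic shares, 12 values moved and 1 did not. With so many peaks, the intervals of the TES and intronic shares are narrower than the effect of any of these choices.

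The DDR difference passed 0.05 with motif peaks only (0.639 peaks, permutation test, p = 0.0472) and with all protein-coding genes (1.73 peaks, p = 0.00460). The latter adds genes without a TES peak to the comparison. In alternatives chosen after seeing the data it passed 0.05 by rank within length bins (6.25 percentage points, permutation test, p = 0.00880) and by the share of genes above the bin median (9.31 points, p = 0.0332). For means, p ranged from 0.00460 to 0.229 over the alternatives. For ranks, the difference passed 0.05 in every setting run (permutation test, p from 0.00720 to 0.0152). The share above the median did not pass it with a −log10 q of at least 5 (p = 0.0586), without removal (p = 0.0780) or with peaks of genes on 1 strand (p = 0.0662), and its lowest permutation p was 0.00260, for peaks with a motif and no A-rich sequence. The cause was not tested for motif peaks.

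The excess in the first intron fell to 0.0668 percentage points with motif peaks only (permutation test, p = 0.713). It was -2.79 points for peaks with a motif and no A-rich sequence, an alternative chosen after seeing the data. Within length bins, the difference in first intron length passed 0.05 with motif peaks only (-0.0429 SD, permutation test, adjusted p = 0.0236) and for peaks with a motif and no A-rich sequence (-0.0730 SD, adjusted p = 0.0002). It reversed to 0.813 SD without length bins, where gene length is not held constant. For GC content and the U1/PAS ratio, motif peaks alone moved the differences away from 0, to -0.205 and -0.251 SD, whereas peaks with a motif and no A-rich sequence reversed them to 0.0576 and 0.0212 SD. The cause of these changes was not tested.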

Other observations

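The tests of pileup parity, of opposite-strand genes for the DDR difference, of genomic DNA as template for intronic peaks and of sequence shared by the strongest peaks (the last in its division by kind of peak) were chosen only after the result was seen, as was the criterion for intergenic peaks after gene ends.

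A first hypothesis is that most intronic peaks in this list may stem from oligo(dT) priming on A-rich stretches of unspliced transcripts that are shorter than the stretch the removal rule looks for. The test compared A-rich sequence after the peak on the gene's strand with the opposite strand. The gene's strand exceeded the opposite strand by 74.3 percentage points at intronic peaks without a motif and by 47.6 points at intronic peaks with one, while TES peaks with a motif had less on the gene's strand. An excess was also present at TES peaks without a motif (53.7% against 19.3%). Exonic peaks had one with a motif (48.0% against 32.9%) and without (65.7% against 28.7%). The excess was thus not confined to introns. Genomic DNA as template argues for equal shares on both strands, but the opposite strand reached only 14.7% at intronic peaks without a motif. The additional AATAAA maximum just after the 3′ end of intronic peaks lies inside the sequence in which A-rich runs were found. This explanation does not apply to the 14.9% of intronic peaks with a motif and no A-rich sequence and the 5.48% with neither. Whether THZ531 changed either class was not tested here.

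The excess of intronic peaks in the first intron may have the same source. Among peaks with a motif and no A-rich sequence it was absent, at -2.79 percentage points. The random placements did not require a motif or the absence of A-rich sequence, so the filter itself could shift this share. This value therefore cannot decide the source of the excess. Ends of annotated transcripts outside the basic set were another candidate. Counting them as TES left an excess of 1.85 points, which argues against them.

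The DDR difference did not pass 0.05 in means and passed it in ranks, where it was 6.25 percentage points. Peaks of genes on the opposite strand argue for a smaller difference once they are left out, but in ranks it was 6.16 points without them (permutation test, p = 0.00940), so they are not the whole source of the difference in ranks. In means the difference rose from 0.863 peaks (permutation test, p = 0.0848) to 0.902 peaks without them (permutation test, p = 0.0694). In the share of genes above the bin median it moved from 9.31 points (permutation test, p = 0.0332) to 7.91 points (permutation test, p = 0.0662), so a contribution stays open. Gene expression stays open. After matching on TES peak strength the difference was 0.735 peaks in means (permutation test, p = 0.229) and 6.32 points in ranks (permutation test, p = 0.00720), but TES peak strength is a compressed measure of expression. For peaks with a motif and no A-rich sequence the difference was 5.19 points in ranks (permutation test, p = 0.0152) and 0.179 peaks in means (permutation test, p = 0.107).

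The narrow range of fold enrichment has a candidate explanation in the peak calling. MACS2 by default counts reads at the same position and strand once. A peak of exactly 100 bp, the extended length of a read, then forms mostly where a single position is the median of the run of reads, which favours an odd pileup. Of the 34353 peaks of 100 bp, 91.7% had an odd pileup, compared with 45.2% of wider peaks. No pileup exceeded 200, the number of positions on both strands within 100 bp, and only 16 exceeded 100. Peak scores in this list may therefore measure how many distinct read starts a site has rather than how many transcripts ended there, and the MYCN TES peak with its pileup of 96 is near the limit for 1 strand.

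Among the 5 strongest peaks, 4 were not assigned to a protein-coding gene. Reads shared with other loci are a candidate explanation for 3 of them. Of the 25-mers in the peak, 85.1% at ENSG00000289901 were also in the mitochondrial genome, 83.8% at RPL13P12 and 64.2% at RPS28P7 were also in transcripts of RPL13 or RPS28. For the intergenic peak on chromosome 17, 17.3% of 25-mers were mitochondrial, which leaves this open. Pseudogenes held 2.02% of all peaks and 7.30% of the 1000 strongest. Of 153021 peaks, 24 had at least 50% mitochondrial 25-mers, and 9 of these were among the 1000 strongest.

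Intergenic peaks lay close to genes on both sides. Within 10 kb after a gene end were 37.6% of them, compared with 14% of random intergenic positions drawn in equal number per chromosome. Within 10 kb before a gene start were 35.7%, compared with 14.1%. Counting only positions on one side, the ratio of after to before was 1.10, compared with 0.984 for random positions (Fisher's exact test, p = 0.000104). A larger ratio had first been set as the criterion and was not reached. Transcripts that end further downstream than annotated may account for part of these peaks. The similar excess before gene starts has no explanation tested here, and how many peaks each explains stays open.

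The region around MYCN, which is amplified in Kelly cells, had more intergenic peaks than any other stretch of chromosome 2 of that size. The 10 windows of 100 kb within 500 kb of MYCN held 4.80 intergenic peaks on average, the other 2330 runs of 10 windows had a median of 0.200 and a maximum of 3.70, and 100% of them were lower. Residual genomic DNA could give this pattern, as could transcription of the amplified copies, which was not tested separately. Neither was excluded for the intergenic peaks. The 65 peaks in exons and introns of genes in this region are a separate set and say nothing about the template of the intergenic ones. They had more A-rich sequence on the gene's strand than on the opposite strand, by 23.1 percentage points (exact McNemar test, p = 0.0489), which argues weakly against DNA as the template of all of them. Compared with peaks elsewhere, their share was lower on the gene's strand (58.5% against 75%, Fisher's exact test, p = 0.00369) and higher on the opposite strand (35.4% against 21%, Fisher's exact test, p = 0.00868). DNA as the template of a part of them would give such a shift, and antisense transcripts could as well. No group of the design bears on any of these patterns, so no explanation through THZ531 or the cell line was tested.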
